# Characterization and Comparative Profiling of MiRNA Transcriptomes in Bighead Carp and Silver Carp

**DOI:** 10.1371/journal.pone.0023549

**Published:** 2011-08-15

**Authors:** Wei Chi, Chaobo Tong, Xiaoni Gan, Shunping He

## Abstract

MicroRNAs (miRNAs) are small non-coding RNA molecules that are processed from large ‘hairpin’ precursors and function as post-transcriptional regulators of target genes. Although many individual miRNAs have recently been extensively studied, there has been very little research on miRNA transcriptomes in teleost fishes. By using high throughput sequencing technology, we have identified 167 and 166 conserved miRNAs (belonging to 108 families) in bighead carp (*Hypophthalmichthys nobilis*) and silver carp (*Hypophthalmichthys molitrix*), respectively. We compared the expression patterns of conserved miRNAs by means of hierarchical clustering analysis and log2 ratio. Results indicated that there is not a strong correlation between sequence conservation and expression conservation, most of these miRNAs have similar expression patterns. However, high expression differences were also identified for several individual miRNAs. Several miRNA* sequences were also found in our dataset and some of them may have regulatory functions. Two computational strategies were used to identify novel miRNAs from un-annotated data in the two carps. A first strategy based on zebrafish genome, identified 8 and 22 novel miRNAs in bighead carp and silver carp, respectively. We postulate that these miRNAs should also exist in the zebrafish, but the methodologies used have not allowed for their detection. In the second strategy we obtained several carp-specific miRNAs, 31 in bighead carp and 32 in silver carp, which showed low expression. Gain and loss of family members were observed in several miRNA families, which suggests that duplication of animal miRNA genes may occur through evolutionary processes which are similar to the protein-coding genes.

## Introduction

MicroRNAs (miRNAs) are a family of small, non-coding RNAs of approximately 22 nucleotides (nt) in length, derived from 60 to 80-nt-long stem-loop precursors that are abundant in nearly all metazoans, plants and even viruses [1]–[4]. By modulating the stability and translational efficiency of target mRNAs, miRNA plays a key role in regulating the expression of genes, which influences a range of physiological processes, including metabolism, apoptosis, development of the nervous system, immunity defense, and pathogenesis of cancer [5]–[7]. Since the miRNA (*lin-4)* was discovered in *Caenorhabditis elegans* in 1993 [8], extensive research has been undertaken focusing on the biosynthesis, functions and the mechanisms of action of miRNAs. During the biogenesis of animal miRNA, one RNA duplex is released from the precursor transcript after a two-step splicing by the RNase III enzymes Drosha and Dicer. One strand of the duplex, known as mature miRNA, is incorporated into the RNA-induced silencing complex (RISC) to exert its functions in association with Argonaute proteins [9], while the complementary strand, known as a star sequence, is degraded. However, Okamura et al. showed that the star sequence may also be functional [10]. After binding to a target mRNA, the Ago-miRNA complex induces cleavage and degradation. If, however, the binding of the Ago-miRNA complex and the 3′ UTR results in the target mRNA being imperfect, this leads to translational inhibition or deadenylation and subsequent decapping and degradation of the target mRNA [9]. While the role of miRNAs was recognized early on, studies on the level of whole miRNA transcriptomes have only recently been undertaken.

In the past few years, direct cloning, sequencing and northern blot analyses have been widely used to detect and identify many individual miRNAs [11], [12]. There are, however, some limitations to these methods: the capability of detecting miRNAs in low abundance is poor, due to variable expression levels, and the specificities of precise temporal and spatial expression during developmental stages are also poor. This explains why small-scale sequencing mainly reveals conserved miRNAs, as non-conserved miRNAs are often expressed at lower level than conserved miRNAs [13], [14]. High throughput sequencing technology has made it possible to precisely identify non-conserved or weakly-expressed miRNAs, and many species-specific miRNAs have been characterized in plants, such as Arabidopsis and wheat [15], [16], and also in animals, such as fish, chicken and human [17]–[20].

Bighead carp (*Hypophthalmichthys nobilis*) and silver carp (*Hypophthalmichthys molitrix*) are two closely related species of the subfamily *Hypophthalmichthys* within Cyprinidae. Both species are endemic to East-Asia and are the most intensively–cultured species among the filter-feeding fishes, being able to filter phytoplankton and other particles as small as 4–10 µm [21], [22]. For this reason, they have been introduced into other countries, originally for the purpose of controlling algal blooms in eutrophic waters. Bighead carp and silver carp (in this paper also referred to as ‘the two carps’) are also the main commercial fishes captured and cultured in China and several other countries. There are, however, some physiological and morphological differences between these two species, such as the huge difference of the size of their skull bones. There has been abundant research into the temperature and salinity tolerance, sexual maturity and mating behavior, spawning, early development and feeding habits of the two carps [23]. Biological processes and physiological differences between these two species are related to changes at the molecular level and probably involve both transcriptional and post-transcriptional regulation of gene expression which are still poorly understood.

In this study, we adopted the high-throughput sequencing method to characterize small RNA transcriptomes of bighead and silver carp, and an integrative strategy was followed to detect and analyze their whole microRNA transcriptomes (Figure 1). With this strategy, we identified 167 conserved miRNAs in bighead carp and 166 in silver carp, and discovered 39 novel miRNAs in bighead carp and 54 in silver carp.

**Figure 1:**
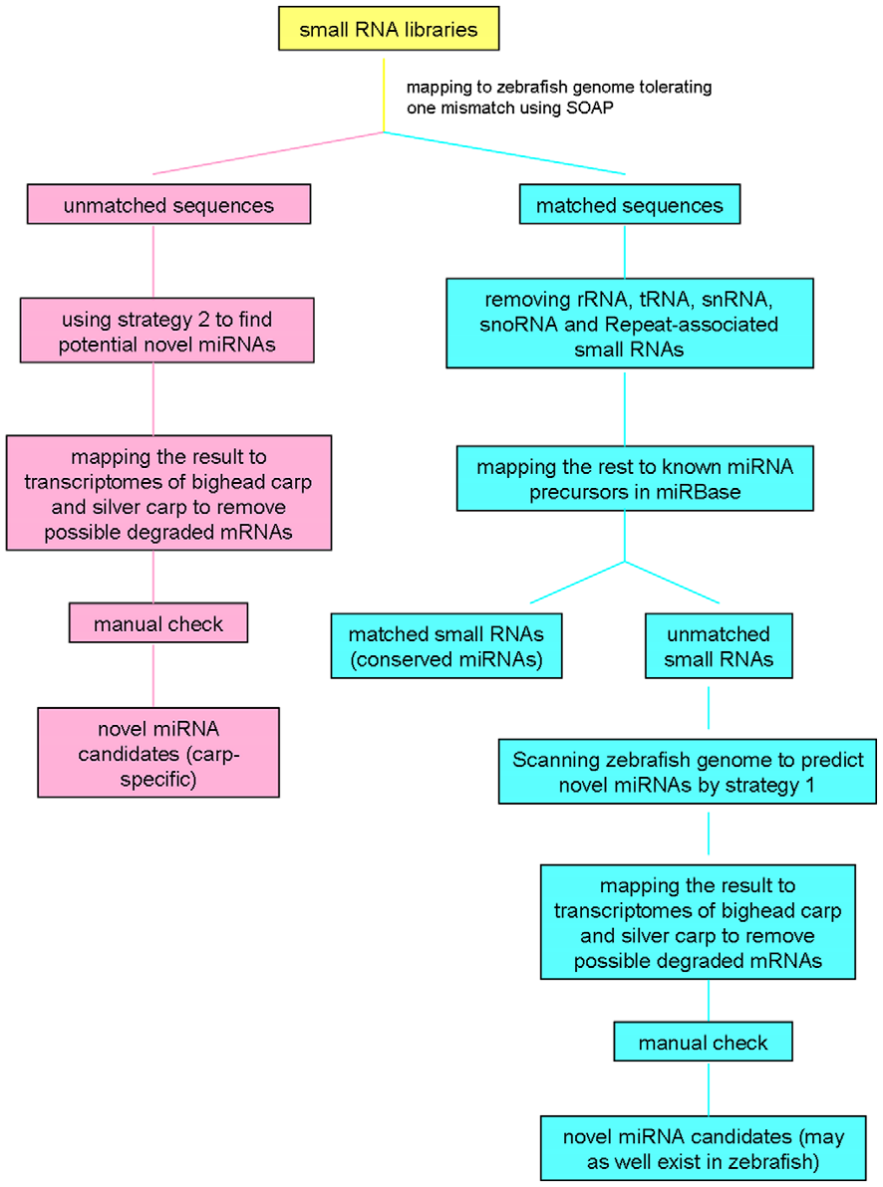
Step-by-step schematic description of the strategy for bighead carp and silver carp miRNA discovery.

## Results

### Construction of small RNA libraries

We originally obtained 8070608 reads from bighead carp (*Hypophthalmichthys nobilis*) and 8311956 reads from silver carp (*Hypophthalmichthys molitrix*). 

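For each carp, 1 small RNA library was sequenced from RNA of 5 organs (heart, liver, brain, spleen and kidney) that the authors had mixed at equivalent concentration, so every value describes 1 pool per species and carries no replicate error. The authors removed the adaptors and low-quality reads and deposited, for each library, a list of the different sequences (tags) with the number of reads of each, as whole counts without normalization. Tags shorter than 18 nt were deposited as a separate list, and the settings of the adaptor trimming are not given in the sources used here. All tags together held 7211224 reads of 398015 different sequences in bighead carp and 7446049 reads of 532254 sequences in silver carp. For the values at the claims, a tag was counted for the conserved miRNA of Table S1 whose first 18 nt it shared from its first base on, if it was no more than 3 nt longer than that miRNA. Where several miRNAs shared these bases, the tag went to the one with the longest common start, and a tag that still fitted several equally well was counted for its family only. This rule keeps reads that differ at the 3′ end and leaves out reads with another first base or with a mismatch in the first 18 nt. Reads per miRNA were then divided by all conserved miRNA reads of the library and expressed in TPM, as in the paper. All intervals are exact 95% intervals (Poisson for counts, Clopper-Pearson for shares, conditional binomial for ratios of counts), and since PCR-amplified reads carry no molecular identifiers they cover counting error only. A sequence with 0 reads may have been present at up to 3 counts, which is 0.431 per 1000000 reads in bighead carp and 0.408 in silver carp. The mapping to the zebrafish genome was not repeated, so no read was removed because it failed to map.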

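In bighead carp 80.0% of the reads of at least 18 nt had 21 to 23 nt (interval 79.9 to 80.0%), and in silver carp 73.8% (73.8 to 73.9%). The class of 24 to 30 nt held 7.14% of the reads in bighead carp (7.12 to 7.16%) and 14.7% in silver carp (14.7 to 14.7%). Mean read length was 21.9 nt and 22.2 nt, respectively. The differences between the libraries were larger than the counting error, while the spread between fish of 1 species was not measured. Counting each different sequence once, in place of each read, moved the share of 21 to 23 nt most, to 42.9% in bighead carp and 38.7% in silver carp.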

Very little difference was found in the length distribution of the sequences from the two species, most of the sequences had between 21–23 nucleotides (Figure 2). After discarding low-quality reads, 3′adaptor reads, 5′adaptor contaminants, and sequences shorter than 18 nucleotides, reads of 6966950 and 7348464 for bighead carp and silver carp, consisting of 349474 and 507077 unique sequences respectively, remained for analysis. 

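The deposited lists of tags of at least 18 nt added up to 6966950 reads of 349474 sequences in bighead carp and 7348464 reads of 507077 sequences in silver carp. A sequence was read 19.9 times on average in bighead carp and 14.5 times in silver carp. Sequences with a single read made up 72.6% of the different sequences in bighead carp (253569) and 74.6% in silver carp (378193). The tags below 18 nt, which were set aside, held 244274 reads of 48541 sequences in bighead carp and 97585 reads of 25177 sequences in silver carp. Leaving out sequences with a single read moved the number of different sequences most, to 95905 and 128884.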

Raw data are available at Gene Expression Omnibus (GEO: GSE22232). Given that no genome or EST databases for either bighead carp or silver carp are available, we have utilized the zebrafish genome as a reference for the analysis that followed. Data was downloaded from the UCSC database (http://hgdownload.cse.ucsc.edu/downloads.html#zebrafish). The high quality sequences were mapped to the reference genome using SOAP (http://soap.genomics.org.cn). For the selection of the computing algorithm, we chose a tolerance of one mismatch for mapping [24], which resulted in 4574654 sequences in bighead carp and 4711400 sequences in silver carp were perfectly mapped to the reference genome; 9610 and 13733 reads in bighead and silver carp, respectively, were mapped to the genome with one mismatch.

**Figure 2:**
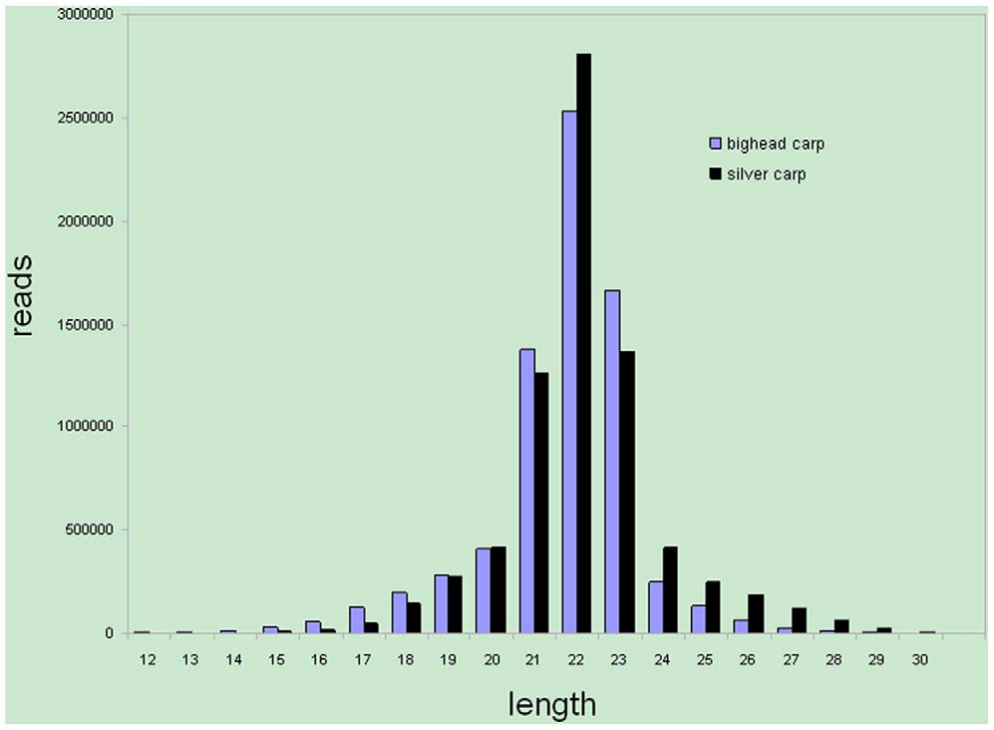
Length distribution of small RNAs in bighead carp and silver carp.

Subsequently, we performed a database search and adopted a computational strategy to assign each small RNA sequence in the mapping result with a unique annotation. The small RNAs were then classified into different categories according to their annotations. We separated out and discarded rRNA, tRNA, snRNA and snoRNA using blast against known noncoding RNAs deposited at Rfam database and NCBI genbank database (data not shown). We also discarded a tiny group of small RNAs of about 24–27 nt in length (designated as repeat-associated small interfering RNAs: rasiRNAs), which mediate the silencing of genomic repeats and transposon control [25], [26]. The remaining sequences were clustered according to sequence similarity, taking in consideration that a single miRNA gene always has different variants at sequence level due to imprecise processing by Drosha and Dicer and various biochemical modifications. We assumed that the sequence with the dominant number of reads in a cluster was likely to be the authentic sequence, due to its relatively high expression level.

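Among conserved miRNAs with at least 100 reads, the sequence of Table S1 was itself the most abundant tag for 64 of 117 miRNAs in bighead carp and 68 of 122 in silver carp. For 50 of the other 53 miRNAs in bighead carp and 52 of the other 54 in silver carp, the most abundant tag was a longer or shorter form of the listed sequence with the same first base. Tags identical to a listed sequence held 38.0% of the conserved miRNA reads in bighead carp and 46.5% in silver carp. The listed sequence of miR-122, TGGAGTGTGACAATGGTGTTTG, was its most abundant tag, with 819441 reads in bighead carp and 370537 in silver carp. For miR-152, chosen as an example after its values were seen, the most abundant tag was TCAGTGCATGACAGAACTTTGAA with 4128 and 5785 reads, while the listed sequence had 8 reads in each carp out of 13309 and 15058 reads counted for the miRNA.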

### Abundant conserved microRNAs in the two carps

In order to identify the conserved miRNAs of these two carps, we compared the mapped sequences against currently-released mature miRNAs in miRBase [27]. 

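Of the 169 sequences of Table S1, 161 from 106 families had at least 1 read in bighead carp. Together they took 4753409 reads, which is 68.2% of the reads of at least 18 nt (interval 68.2 to 68.3%). Of these reads, 26485 fitted several members of a family equally well. Of the 161 miRNAs, 11 had 1 to 4 reads. Counting only tags identical to a listed sequence moved these values most, to 148 miRNAs and 26.0% of the reads.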

In bighead carp, we have characterized 167 conserved miRNAs, belonging to 108 families and 3775832 sequences in total. 

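In silver carp 165 of the listed sequences, from 107 families, had at least 1 read, and 14 of them had 1 to 4 reads. They took 4400832 reads, 59.9% of the reads of at least 18 nt (interval 59.9 to 59.9%), of which 39574 fitted several members of a family. With identical tags only, 153 miRNAs and 27.8% of the reads remained.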

In silver carp, 166 miRNAs, belonging to 108 families, were characterized, with a total of 3605148 sequences (Table S1). One hundred and sixty-four conserved miRNAs were found both in bighead carp and silver carp. 

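Reads in both libraries were found for 159 of the listed miRNAs, and reads in at least 1 library for 167. The other 8 were all close to the detection limit in the library with fewer reads, and they are named after their values were seen. miR-734 had 32 reads in silver carp and 0 in bighead carp, which is above counting error. The remaining names had at most 2 reads in either carp, too few under this rule to tell the carps apart: miR-96, miR-218b, miR-301b and miR-301c had 0 reads in bighead carp and 2 in silver carp, miR-489 had 0 and 1, and miR-457a and miR-733 had 1 and 0. When the first base of a tag was allowed to shift by up to 2 nt, 164 miRNAs had reads in both carps miR-489 had 493 and 621 reads, miR-457a 7 and 28, and miR-734 4 and 174. With 1 mismatch allowed, miR-457a had 875 and 2233 reads.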

Among this part of the dataset that mapped to the zebrafish genome, over three quarters belonged to miRNAs (82.3% in bighead carp, 76.3% in silver carp). In addition to these sequences, some unannotated sections were also included (Figure 3). For the miRNAs that have already been identified and validated, miR-122 has the highest expression in both species: 1808356 sequences in bighead carp and 556153 sequences in silver carp. 

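With 2382390 reads, miR-122 took 50.1% of the conserved miRNA reads in bighead carp (interval 50.1 to 50.2%), and with 762616 reads it took 17.3% in silver carp (17.3 to 17.4%). The next most abundant single miRNA was let-7a in bighead carp, with 467003 reads, and miR-499 in silver carp, with 467013 reads. With identical tags only, the choice that moved the shares most, miR-122 held 45.3% in bighead carp and 18.1% in silver carp.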

While for some miRNAs (such as miR-725, miR-733 and miR-736), their numbers are less than 5 reads in both carps.

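miR-725 had 1 read in bighead carp (Poisson interval 0.0253 to 5.57) and 3 in silver carp (0.619 to 8.77). miR-736 had 2 reads (0.242 to 7.22) and 1 read (0.0253 to 5.57), and miR-733 had 1 and 0. Their intervals overlap between the carps, so no difference was detectable. With a shift of the first base allowed, miR-733 had 2 reads in bighead carp and 4 in silver carp.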

**Figure 3:**
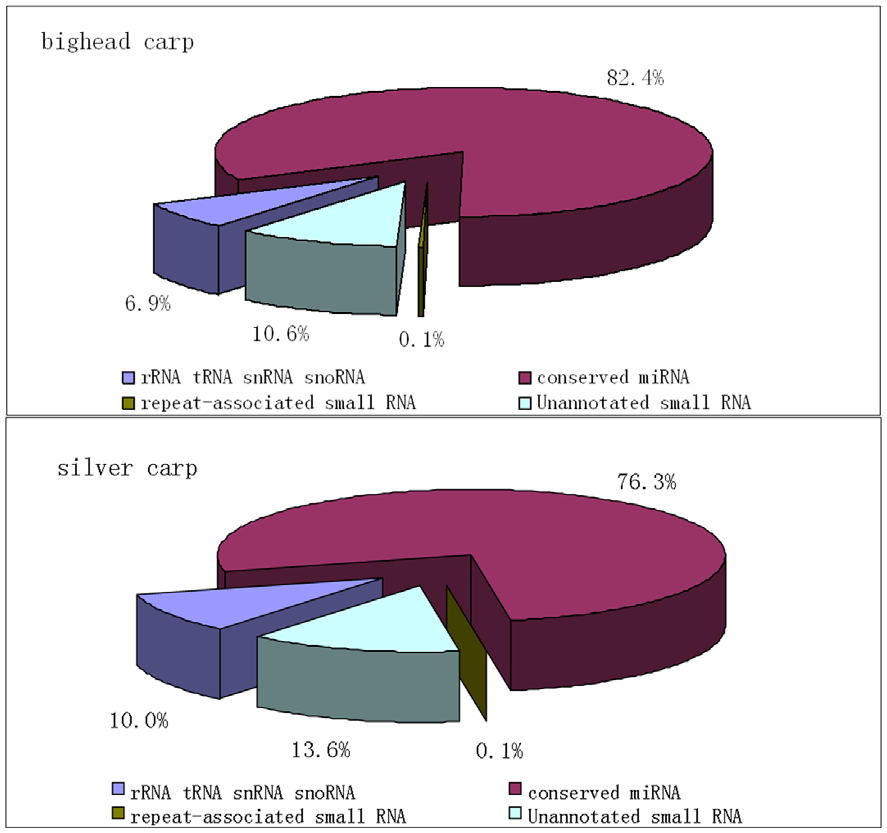
Composition of small RNA libraries in bighead carp and silver carp.

### Novel miRNAs prediction with different strategies

For the sequences that were not matched to known miRNA precursors, we used our first strategy (referred to as ‘strategy 1’) to detect potential novel miRNAs. This strategy is based on the observation that miRNA precursors have characteristic fold-back structures comprising two dependent parts. In the first part, by mapping the miRNA sequence of the two fishes onto the zebrafish genome, candidate miRNA sites are screened from breakpoints in the zebrafish genome. In the second part, a minimal stringent criterion is used to select miRNA candidates, which ensures that a majority of recovered miRNAs satisfy the common features of a miRNA gene (see *Materials and methods*). This approach was executed by MIREAP (https://sourceforge.net/projects/mireap/), and produced 18 candidate miRNAs in bighead carp and 29 in silver carp. Each miRNA candidate was then manually checked. The data was first mapped to the transcriptomes of the two carps which we have also sequenced (data unpublished) to remove putative mRNA fragments. We obtained a few scaffolds that matched with the candidate miRNAs, and these scaffolds were then blasted against GenBank to confirm their identities. All of them except one were identified as mRNA degradation fragments and were discarded. The remaining candidates were compared with known miRNAs in miRBase, and some matched with the known miRNAs with either two mismatches at 3′ ends or one mismatch in the middle and one or two nucleotides fluctuation in the entire length. This allowed us to gain 8 novel miRNAs in bighead carp and 22 in silver carp (Table S2). 

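The 8 names listed for bighead carp stand for 8 different sequences, and the 22 names for silver carp for 20, since 2 pairs of names share a sequence. Of the 21 different sequences in total, 7 are listed for both carps. Counted as exact sequences, all 8 had reads in bighead carp, with a median of 3.5, and all 20 had reads in silver carp, with the same median. The 21 sequences together, whichever carp they are listed for, had 84 reads in bighead carp (interval 67.0 to 104) and 147 in silver carp (124 to 173). The most abundant sequence, TGAGGAGTTTAGAGCAAGTAA, had 35 reads in bighead carp (24.4 to 48.7) and 55 in silver carp (41.4 to 71.6). Of the 13 sequences listed for silver carp only, 3 had reads in bighead carp, and the 1 listed for bighead carp only had 1 read in silver carp. The others had 2 to 5 reads in silver carp and 0 in bighead carp, where up to 3 counts are not excluded. Counting every tag with the same first 18 nt raised the totals of the 21 sequences to 163 reads in bighead carp and 271 in silver carp.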

Since the prediction was based on the zebrafish genome, these miRNAs should theoretically exist in zebrafish as well, but could have escaped detection with the methodologies used.

Considering that the genome references of the two carps are not yet available, the approaches used relying on phylogenetic conservation of structure and sequence cannot adequately identify novel miRNAs. To perform deep mining of the dataset, we used a computational method (referred to as ‘strategy 2’) to search for miRNA duplex-like pairs from the part of our dataset that was not mapped to the genome of zebrafish. This computational method is based on high-throughput sequencing but does not require the availability of whole genome sequencing data. The detailed perl script and criteria are described in *Materials and methods*. The results were mapped to the transcriptomes of the two carps (data unpublished) to eliminate mRNA degradation products and a manual check was performed in the remaining sequences. We finally obtained 31 putative novel miRNAs in bighead carp and 32 in silver carp. For these candidate miRNAs, we could not identify homologs in zebrafish or any other species. Eleven of them were found in both carps, while 20 were found in bighead carp and 21 existed in silver carp only (Table S3).

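The 31 sequences listed for bighead carp had a median of 29 exact reads there, and the 32 listed for silver carp had a median of 20 there. Each of the 52 different sequences was then counted in both libraries. Together, whichever carp they are listed for, they had 1934 exact reads in bighead carp (interval 1849 to 2022) and 2038 in silver carp (1950 to 2128). Of the 41 listed for a single carp, 34 had at least 1 exact read in both carps, while the paper required 10 reads of the dominant strand. Of the 20 listed for bighead carp only, 18 had reads in silver carp, 14 of them at least 5 reads and 10 of them at least 10. Of the 21 listed for silver carp only, 16 had reads in bighead carp, 9 of them at least 5 and 8 at least 10. All 11 sequences listed for both carps had reads in both. Over all 52 sequences, tags with the same first 18 nt added up to 12408 reads in bighead carp and 11146 in silver carp. The median GC content was 70.0% for the bighead carp sequences and 72.1% for the silver carp sequences.

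**Figure D1:**
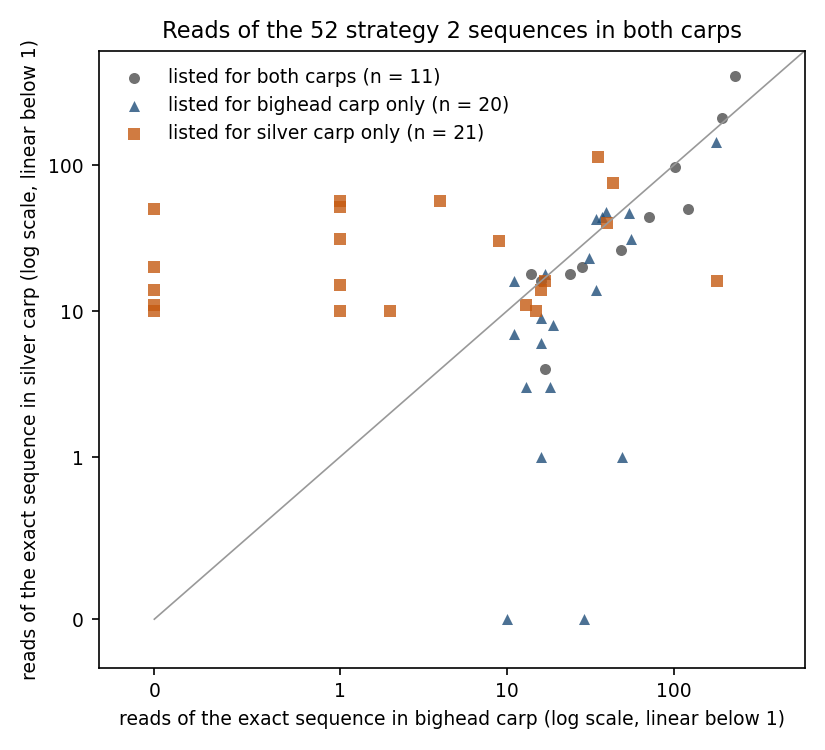
Reads of the exact sequence of each strategy 2 candidate in bighead carp (x axis) and in silver carp (y axis), both on a log scale that is linear below 1. Each point is 1 of 52 sequences, its shape shows the carp it is listed for, and the grey line marks equal reads. Of the 41 sequences listed for a single carp, 34 have at least 1 read in both.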

### Conservation of miRNA*

Studies have demonstrated that miRNAs play an important role in animal development, and many of them are highly conserved, even between vertebrates and invertebrates. However, miRNA* may not be so conserved because although miRNA and miRNA* are complementary, their base-pairing is not perfect (for instance, bulges exist and GU pair is allowed). The miRNA* are not as stable as miRNA and usually are poorly detected in high throughput data sets or may even be absent. In the profiling of our dataset, we have obtained several miRNA*s in the data sets of the two carps. Analysis confirmed that they were homologs of zebrafish and human miRNA*, and the majority of them were as conserved as mature miRNAs (Table S4). Most of the miRNA*s were detected at low level, except for hno-miR-1388* and hmo-miR-1388*. 

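Table S4 lists 28 miRNA* sequences with 26 different 18-nt starts, and each was counted in both carps. The exact sequences had 1361 reads in bighead carp and 1617 in silver carp, with a median of 14 and 21 reads per start. By exact sequence no other miRNA* had more reads than miR-1388*, which had 511 and 484 reads, and miR-126* followed with 241 and 305. miR-126*, miR-140*, miR-199* and miR-9* are named here after their values were seen. Counting tags by their first 18 nt, as for the conserved miRNAs, gave 40951 reads in bighead carp (interval 40555 to 41350) and 52641 in silver carp (52192 to 53093). By this rule 5 starts in bighead carp and 9 in silver carp had more reads than miR-1388*. The start shared by both miR-140* sequences had 13035 and 18681 reads, against 24 reads of miR-140 in each carp. The miR-199* start listed for bighead carp had 15531 and 10305 reads, against 494 and 593 of miR-199. The miR-9* start listed for both carps had 2331 and 6391 reads, against 12851 and 32496 of miR-9.

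**Figure D2:**
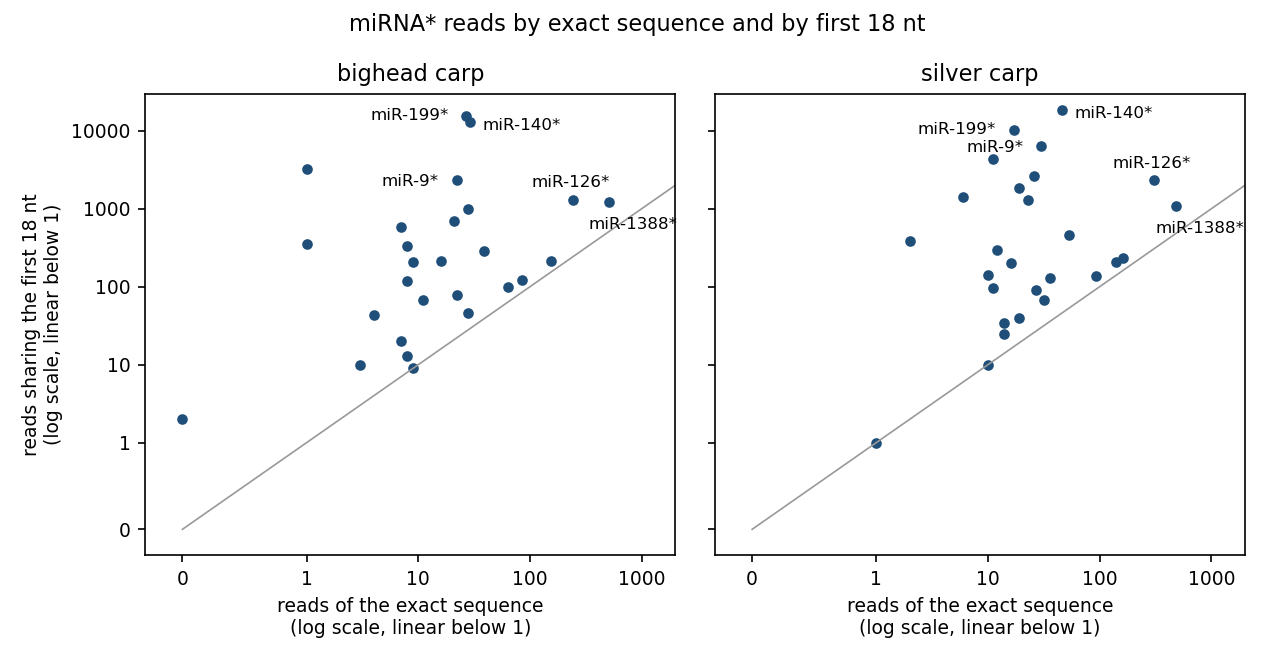
Reads of each miRNA* of Table S4 by exact sequence (x axis) and by shared first 18 nt (y axis) in bighead carp (left) and silver carp (right), on log scales that are linear below 1. Each point is 1 of 26 starts, and the grey line marks equal reads. miR-1388* lies farthest to the right, while miR-140* and miR-199* have the most reads by their first 18 nt.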

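By the first 18 nt, miR-1388* had 1212 reads (interval 1145 to 1282) and miR-1388 had 911 (853 to 972) in bighead carp, a ratio of 1.33 (1.22 to 1.45). In silver carp they had 1084 (1020 to 1151) and 621 reads (573 to 672), a ratio of 1.75 (1.58 to 1.93). With identical tags only, the ratio was 1.11 in bighead carp, with an interval of 0.977 to 1.26 that includes equal reads, and 1.42 in silver carp (1.23 to 1.63).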

Interestingly, in the library of conserved miRNAs, only 671 and 488 miR-1388 sequences were found in bighead and silver carp, respectively, while higher number of miR-1388* than miR-1388 reads were detected. Conversely, highly expressed miRNAs like miR-122 and miR-192 were poorly identified by their star sequences. Generally, miRNA star sequences were assumed to be carrier strands without any particular function. Recent studies have, however, shown that miRNA*s in *Drosophila melanogaster*, although few in number, can associate and function with Argonaute proteins [10]. Therefore, the relatively high number of reads of miR-1388* suggest that it may play a functional role in regulating gene expression.

To further study the miRNA* identified, we have stochastically cloned and sequenced a few precursors of miRNA in bighead and silver carp. Figure 4 shows two examples of miRNA precursor alignments (other sequences were downloaded from miRBase). The comparison of miR-107 precursors among human (*Homo sapiens*), mouse (*Mus musculus*), western clawed frog (*Xenopus tropicalis*), zebrafish (*Danio rerio*), silver carp (*Hypophthalmichthys molitrix*), bighead carp (*Hypophthalmichthys nobilis*), fugu (*Fugu rubripes*) and tetraodon (*Tetraodon nigroviridis*) showed that the 21nt-long miRNA mature sequences are highly conserved in vertebrates, with only one A-U transversion being found at the 3′ end. The same evidence of conservation was noted in the star sequence region, with two mismatches in total. The comparison of let-7 precursors among silver carp (*Hypophthalmichthys molitrix*), zebrafish (*Danio rerio*), human (*Homo sapiens*), fruit fly (*Drosophila melanogaster*) and nematode (*Caenorhabditis elegans*) showed the conservation of let-7 mature sequence between vertebrates (above the horizontal line) and invertebrates (below the horizontal line); while the star sequence, though conserved in vertebrates, was less conserved between vertebrates and invertebrates.

**Figure 4:**
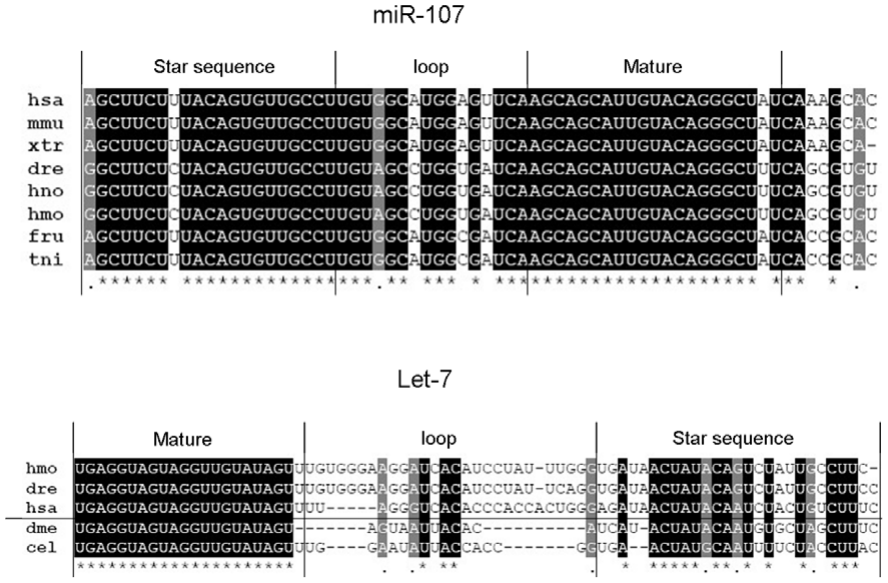
Two examples of conservation of miRNA precursors. miR-107 was compared among seven vertebrates; let-7 was compared across vertebrates and invertebrates. Alignments were performed by Mega 4.0. has: *H. sapien*; mmu: *M. musculus*; xtr: *X. tropicalis*; dre: *D. rerio*; hno: *H. nobilis*; hmo: *H. molitrix*; fru: *F. rubripes*; tni: *T. nigroviridis*; dme: *D. melanogaster*; cel: *C. elegans*.

### Highly expressed miRNAs

Generally, abundant miRNAs play fundamental and broader regulatory functions. To get a clearer perspective of miRNA expression levels, we have compared 14 miRNA families that have the highest reads numbers in both carps (Figure 5). These 14 miRNA families represent 93% and 87% of the conserved miRNAs in bighead and silver carp, respectively. miR-122 is dominant in bighead carp (1808356 sequences: 48%) and three times lower in silver carp (556153 sequences: 15%). miR-122 belongs to a liver-specific miRNA family which is implicated in fatty acid and cholesterol metabolism and in replication and activation of translation of the hepatitis C virus. This tissue-specific miRNA is also thought to establish patterns of gene expression and may be responsible for maintaining tissues differentiated states [28], [29]. 

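The 14 families of Figure 5 held 93.6% of the conserved miRNA reads in bighead carp (interval 93.6 to 93.6%) and 87.7% in silver carp (87.7 to 87.7%). In terms of its share, miR-122 was 2.89-fold higher in bighead carp (2.88 to 2.90). This fold depends on the total it is divided by, and it was 4.79 with miR-122 left out of the total, the alternative that moved it most, and 2.50 with identical tags only. miR-192 took 6.18% in bighead carp and 7.32% in silver carp, and miR-21 took 6.14% and 10.2%. miR-99 rose from 1.30% in bighead carp to 4.55% in silver carp, a ratio of 3.50 (3.47 to 3.53). With all conserved miRNA reads as the total, all families except miR-122 and miR-128 had the larger share in silver carp. With miR-122 left out of the total, the ratios of miR-26, let-7, miR-192 and miR-101 fell below 1, to 0.759, 0.757, 0.715 and 0.646, and that of miR-21 was 1.00 (0.999 to 1.01).

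**Figure D3:**
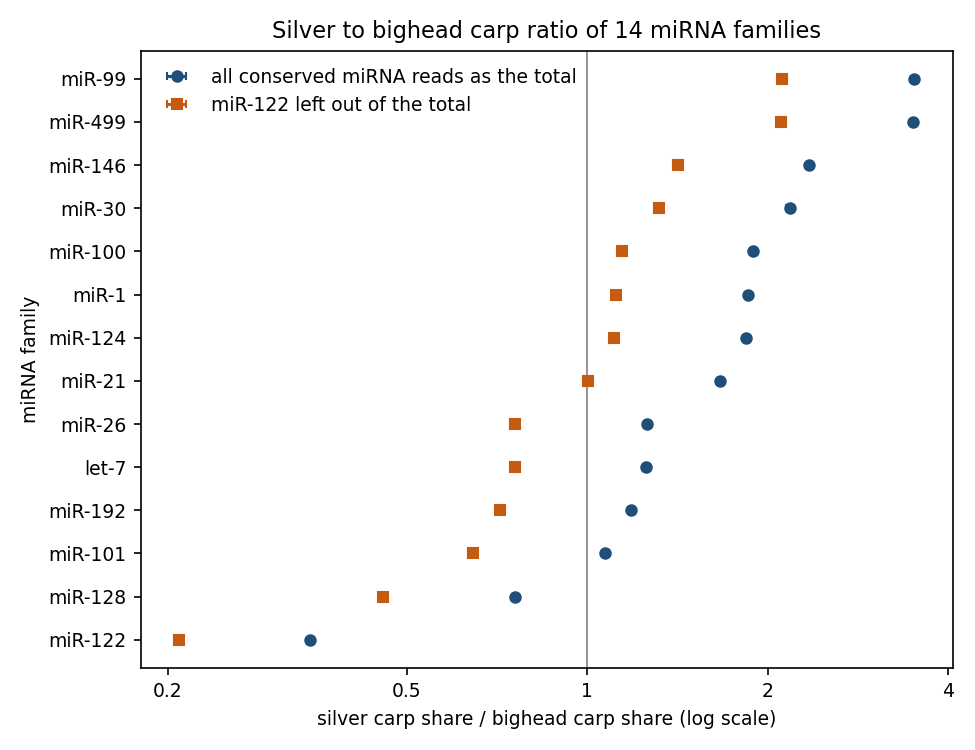
Silver carp share divided by bighead carp share for the 14 families, on a log scale. Circles use all conserved miRNA reads as the total and squares leave miR-122 out of it, and bars, mostly smaller than the symbols, are 95% counting intervals. Relative to all reads miR-26, let-7, miR-192 and miR-101 lie above 1, and with miR-122 left out they lie below 1.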

Another highly-expressed miRNA family is let-7, a highly significant miRNA family that was first discovered and characterized in *Caenorhabditis elegans*. This miRNA family plays a role in regulating late developmental events by down regulating *lin-41* [30] and possibly other genes which also contain sequences complementary to the seed region in their 3′ UTRs, possibly as a result of its vital role in developmental timing, let-7 was identified as a highly expressed miRNA in bighead and silver carp (602885 and 687481 sequences, respectively). 

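The let-7 family had 741130 reads in bighead carp, 15.6% of the conserved miRNA reads (interval 15.6 to 15.6%), and 860671 reads in silver carp, 19.6% (19.5 to 19.6%). It ranked 2nd of the families in bighead carp and 1st in silver carp. With identical tags only, the share was 22.5% in bighead carp and 24.1% in silver carp.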

Ten members of the let-7 miRNA family were characterized by high throughput sequencing, all of which were similar in reads frequency in the two carps (Table S5). miR-499 was one of the muscle-specific and senescence-associated miRNAs. Conversely to miR-122, a greater number of miR-499 reads were detected in silver carp, three times higher than that in bighead carp. 

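In TPM, let-7a stood at 98246 in bighead carp and 97301 in silver carp, a silver to bighead ratio of 0.990 (interval 0.986 to 0.994). The ratios of let-7e, let-7f, let-7g, let-7j, let-7i and let-7b lay between 1.20 and 1.51. let-7c (16039 and 34273 TPM) had a ratio of 2.14 (2.12 to 2.16) and let-7d (4664 and 9465 TPM) of 2.03 (2.00 to 2.06), while let-7h (210 and 160 TPM) had 0.760 (0.690 to 0.838). Between members, these differences were larger than counting error. Scaled by edgeR's TMM factors, which do not let 1 abundant miRNA set the total, let-7c had a ratio of 1.30, let-7d 1.23 and let-7h 0.463, and the other members lay below 1, between 0.602 and 0.922.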

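miR-499 stood at 30382 TPM in bighead carp and 106119 TPM in silver carp, a ratio of 3.49 (interval 3.47 to 3.51). Relative to all reads of at least 18 nt the ratio was 3.07. The alternative that moved it most was to leave miR-122 out of the total, with a ratio of 2.11, and it was 2.12 with TMM factors and 2.26 with DESeq2 size factors. It was higher in silver carp under each of these scalings.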

Taken together, these 14 miRNAs make up the vast majority of conserved miRNAs in both carps, indicating that they play a significant role in maintaining regular biological processes.

**Figure 5:**
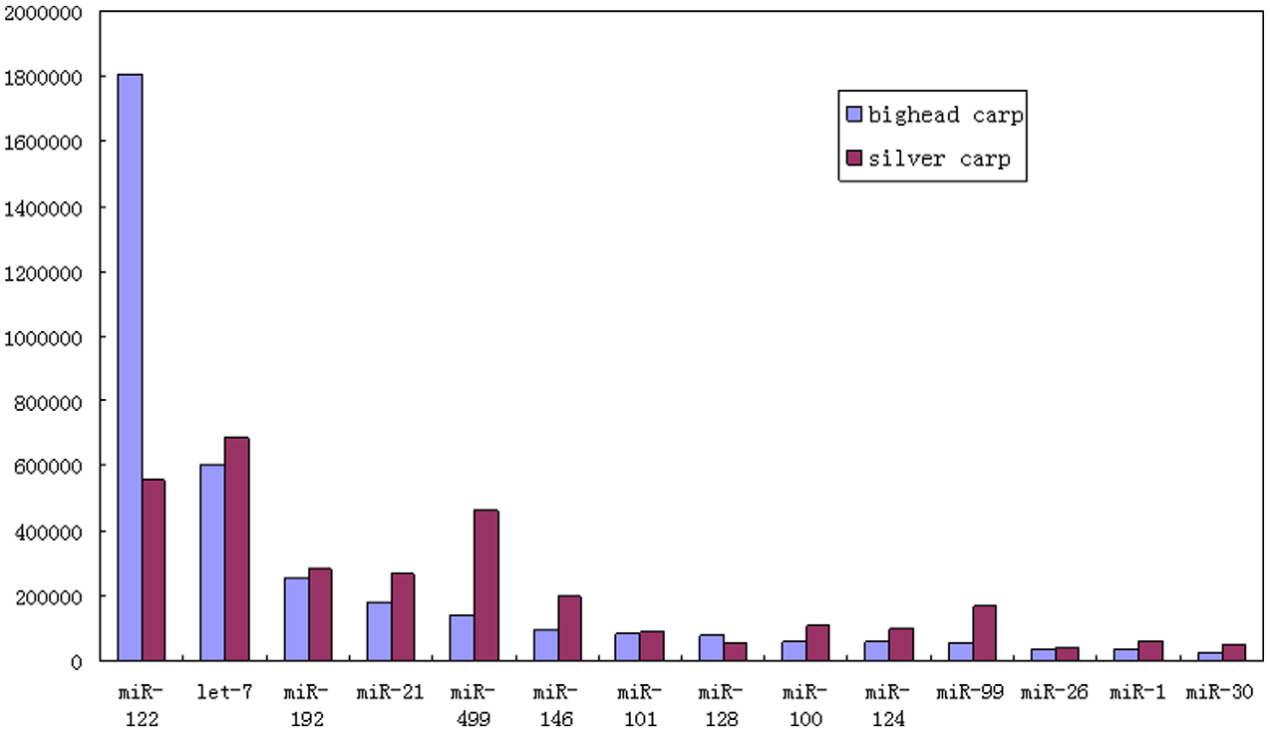
Comparison of the top 14 highly expressed miRNAs in the two carps.

### Analysis of miRNA expression levels in the two carps

A hierarchical cluster analysis of the conserved miRNAs between the two species was performed after their numbers were normalized as TPM (transcripts per million) (Table S6). The result showed that there were five miRNAs with the maximum expression difference in bighead carp and silver carp. The expression level of miR-137, miR-724, miR-7a and miR-734 was more than 10 fold higher in silver than in bighead carp, while for miR-196b, the expression level was more than 10 fold higher in bighead carp than in silver carp.(Table 1).

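Among 155 miRNAs with at least 1 TPM in one of the carps, 8 differed by more than 10-fold, 7 of them higher in silver carp. miR-137 had 15 reads in bighead carp and 337 in silver carp, a ratio of 24.3 in TPM (interval 14.5 to 43.8). miR-724 had 108 and 1681 reads, a ratio of 16.8 (13.8 to 20.6), and miR-7a had 2498 and 36829, a ratio of 15.9 (15.3 to 16.6). miR-734 counts among the 8 because its 0 reads in bighead carp were replaced by 0.01 TPM. It was at least 11.5-fold higher in silver carp if 3 counts are taken as the floor in bighead carp, while the exact interval of the ratio begins at 8.84, so that under this rule counting error does not exclude a smaller difference. With the first base shifted, it had 4 and 174 reads, a ratio of 46.6 (17.9 to 173). miR-196b had 656 reads in bighead carp and 3 in silver carp, which is 202-fold higher in bighead carp (69.0 to 984). The other 3 miRNAs rest on few reads in bighead carp and are named here after their values were seen. They are miR-135a with 2 and 20 reads (ratio 10.8, 2.62 to 95.3), miR-182 with 3 and 31 (11.2, 3.48 to 57.1) and miR-183 with 1 and 21 (22.7, 3.65 to 938). Without the limit of 1 TPM, the number over 10-fold was 15, and with at least 100 reads in one of the carps it was 4, namely miR-137, miR-724, miR-7a and miR-196b. Scaled by TMM factors, the ratio was 14.8 for miR-137, 10.2 for miR-724, 13.8 for miR-183, 9.69 for miR-7a, 6.57 for miR-135a and 6.79 for miR-182. The number over 10-fold was then 6, without miR-7a, miR-135a and miR-182 and with miR-10b, whose silver to bighead ratio was 0.0648.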

**Table 1:** miRNAs with the maximum expression difference in bighead carp and silver carp.

miRNA_gene	Bighead carp	Silver carp
miR-7a	1800 (477)	27226 (7552)
miR-137	19 (5)	414 (115)
miR-196	292 (77)	2 (1)
miR-724	138 (37)	2535 (703)
miR-734	4 (1)	130 (42)

Number in parentheses is the normalized data.

A scatter plot map comparing the expression patterns of the conserved miRNAs in bighead and silver carp was built using TPM normalized data. In Figure 6A, each dot represents an individual miRNA. Dots above the diagonal indicate the miRNAs whose read number was higher in silver than in bighead carp, while dots below the diagonal indicate less frequent miRNAs in silver than in bighead carp. Figure 6B illustrates differential fold change of miRNAs between the two carps. The fold change was determined by the log2 ratio of reads number of silver carp versus reads number of bighead carp, and the ranges were marked by different colors. Most of the dots were scattered between 1 and -1 (blue dots), representing equal or less than 2-fold changes, which indicated that the majority of miRNAs did not have distinct expression differences between the two carps. 

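On the scale of the paper, 93 of the 155 miRNAs (60.0%) differed by no more than 2-fold between the carps. Between 2-fold and 4-fold lay 32 miRNAs higher in silver carp and 11 higher in bighead carp. The median log2 ratio of silver to bighead carp was 0.68. With miR-122 left out of the total the median was -0.05, with TMM factors -0.03 and with DESeq2 size factors 0.06. Each of these scalings changes all ratios by 1 common factor, and those of edgeR and DESeq2 are built to centre the ratios near 0. The number within 2-fold was 100, 100 and 99 under these scalings. Among the 126 miRNAs with at least 100 reads in one of the carps, 77 lay within 2-fold.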

Like the blue dots, most of the green dots (between 2-fold change and 4-fold change) and red dots (greater than 4-fold change) were distributed above the zero horizontal line, indicating that most miRNAs with a high expression difference had more sequences in silver carp than in bighead carp.

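Among the miRNAs that differed by more than 2-fold, 48 were higher in silver carp and 14 in bighead carp, so that 77.4% were higher in silver carp. This split depended on the total, and it was 40 against 15 relative to all reads of at least 18 nt and 29 against 26 (52.7% higher in silver carp) with miR-122 left out of the total. It was 29 against 26 with TMM factors and 31 against 25 with DESeq2 size factors, whose centring favours an even split by construction. Above 4-fold the split was 16 against 3 on the scale of the paper, and 11 against 8 with TMM factors. Among the miRNAs with at least 100 reads in one of the carps, the next largest ratios after miR-137, miR-724 and miR-7a were 9.11 for miR-144 (interval 7.57 to 11.0) and 8.30 for miR-219 (6.43 to 10.9). On the side of bighead carp, miR-10b was 9.39-fold higher (6.40 to 14.3), miR-10a 4.11-fold (2.89 to 5.97) and miR-200a 2.94-fold (2.48 to 3.50).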

**Figure 6:**
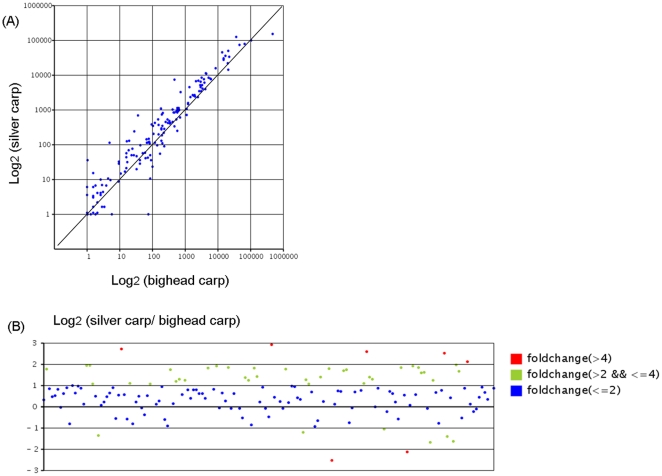
Comparative profiling of the miRNA expression in the two carps. (A) Scatter plot map for miRNA expression levels in bighead carp and silver carp. Each plot represents an individual miRNA. It reflected the proportion of miRNAs that have greater number in bighead carp and miRNAs that have greater number in silver carp, respectively. (B) Log2 ratio of Conserved miRNA in silver carp versus reads in bighead carp. Each plot represents an individual miRNA. Blue plot: equal or less than 2-fold change; green plot: greater than 2-fold change while less than 4-fold change; red plot: greater than 4-fold change.

### Changes in miRNA family members

Three miRNA families, miR-27, miR-30 and miR-181, were analyzed to determine gain and loss of miRNA family members and changes in their sequences (miRNA sequences were downloaded from miRBase). Different members of these miRNA families were presented in different lineages ranging from urochordates to mammals, as we can see in Table 2. miR-27 was not found in sea squirt or any other invertebrates, indicating that the miR-27 gene likely originated in fishes. Up to now, five members of the miR-27 family have been found. Three members have been found in pufferfish (*Fugu rubripes* and *Tetraodon nigroviridis*), four members in bighead carp and silver carp, and five members in zebrafish, indicating that different miRNA family members occur in different species of the same lineage. 

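By the first 18 nt, miR-27a had 118 reads in bighead carp and 141 in silver carp, miR-27b 1569 and 2751, miR-27d 273 and 477, and miR-27e 266 and 486. These 4 members differ only after the first 18 nt, so their reads are separated by a few 3′ bases, and the exact sequence of miR-27e had 0 reads in either carp. The zebrafish sequence of miR-27c in Figure 7, TTCACAGTGGTTAAGTTCTGC, was counted as well. Tags sharing its first 18 nt had 252 reads in bighead carp (interval 222 to 285) and 400 in silver carp (362 to 441), and the exact sequence had 17 (9.90 to 27.2) and 32 (21.9 to 45.2). Counted from 1 at the 5′ end, the start of miR-27c differs from that of miR-27b by C11T, and it had 9.36% of the reads of the miR-27b start in bighead carp and 9.27% in silver carp.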

Two members have been found in clawed frogs and mammals and only one member in chicken, suggesting that gene loss events have happened during evolution of vertebrates. Similar gene loss events were also observed in the miR-30 family in the lineage of teleosts. 

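Of the miR-30 family, miR-30d had 14707 reads in bighead carp and 36555 in silver carp, miR-30e 6373 and 7872, miR-30c 2398 and 3408, and miR-30b 675 and 1083. miR-30a is not listed for the carps in Table 2, and its zebrafish sequence in Figure 7, TGTAAACATTCCCGACTGGAAG, differs from miR-30d by C10T, counted from 1 at the 5′ end. Tags with its first 18 nt had 72 reads in bighead carp (interval 56.3 to 90.7) and 211 in silver carp (183 to 241), and by exact sequence 8 (3.45 to 15.8) and 17 (9.90 to 27.2). Its start had 0.486% of the reads of the miR-30d start in bighead carp and 0.579% in silver carp. The same kind of substitution, C to T, had a median share of 0.150% and 0.148% at other positions of abundant miRNAs, with maxima of 1.13% and 1.77%. In bighead carp 7 of 88 positions were as high as miR-30a, and in silver carp 7 of 105. These reads thus lay in the upper part of the range, so errors may explain them and a true miR-30a stays open.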

Five members were found in zebrafish, one member was lost in the two carps and two members were lost in pufferfish. But the missing members were retained in other superior lineages. 

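The 3 members of the miR-181 family in Table S1 all had reads in both carps. miR-181a had 11993 reads in bighead carp and 18333 in silver carp, miR-181b 1629 and 3143, and miR-181c 119 (interval 98.6 to 142) and 245 (215 to 278). Counted as exact sequences they had 965, 126 and 17 reads in bighead carp and 1912, 318 and 50 in silver carp.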

The situation of gain and loss of family members was observed for miR-181 family as well, suggesting that similar events could be found in other miRNA families.

**Table 2:** miR-27, miR-30 and miR-181 family members in different lineages.

	miR-27 family	miR-30 family	miR-181 family
Human	hsa-miR-27a hsa-miR-27b	hsa-miR-30a hsa-miR-30bhsa-miR-30c hsa-miR-30dhsa-miR-30e	hsa-miR-181a hsa-miR-181bhsa-miR-181c hsa-miR-181d
Bovine	bta-miR-27a bta-miR-27b	bta-miR-30a bta-miR-30bbta-miR-30c bta-miR-30dbta-miR-30e bta-miR-30f	bta-miR-181a bta-miR-181bbta-miR-181c bta-miR-181d
Mouse	mmu-miR-27a mmu-miR-27b	mmu-miR-30a mmu-miR-30bmmu-miR-30c mmu-miR-30dmmu-miR-30e	mmu-miR-181a mmu-miR-181bmmu-miR-181c mmu-miR-181d
Chicken	gga-miR-27b	gga-miR-30a gga-miR-30bgga-miR-30c gga-miR-30dgga-miR-30e	gga-miR-181a gga-miR-181b
Xenopus	xtr-miR-27a xtr-miR-27b	xtr-miR-30a xtr-miR-30bxtr-miR-30c xtr-miR-30dxtr-miR-30e	xtr-miR-181a xtr-miR-181b
Zebrafish	dre-miR-27a dre-miR-27bdre-miR-27c dre-miR-27ddre-miR-27e	dre-miR-30a dre-miR-30bdre-miR-30c dre-miR-30ddre-miR-30e	dre-miR-181a dre-miR-181bdre-miR-181c
Bighead carp	hno-miR-27a hno-miR-27bhno-miR-27d hno-miR-27e	hno-miR-30b hno-miR-30chno-miR-30d hno-miR-30e	hno-miR-181a hno-miR-181bhno-miR-181c
Silver carp	hmo-miR-27a hmo-miR-27bhmo-miR-27d hmo-miR-27e	hmo-miR-30b hmo-miR-30chmo-miR-30d hmo-miR-30e	hmo-miR-181a hmo-miR-181bhmo-miR-181c
Fugu	fru-miR-27b fru-miR-27cfru-miR-27e	fru-miR-30b fru-miR-30cfru-miR-30d	fru-miR-181a fru-miR-181b
tetraodon	tni-miR-27b tni-miR-27ctni-miR-27e	tni-miR-30b tni-miR-30ctni-miR-30d	tni-miR-181a tni-miR-181b
Sea squirt	none	none	cin-miR-181

has: *H. sapien*; bta: *B. Taurus*; mmu: *M. musculus*; gga: *G. gallus*; xtr: *X. tropicalis*; dre: *D. rerio*; hno: *H. nobilis*; hmo: *H. molitrix*; fru: *F. rubripes*; tni: *T. nigroviridis*; cin: *C. intestinalis*.

Sequence changes were detected in various miRNA family members, but rarely occurred in the seed region. Alignments were carried out within miR-27, miR-30 and miR-181 family of zebrafish and human, respectively (Figure 7). Although sequence alteration existed in each of the three families, their seed regions were conserved, both in and among the lineages. As a consequence of the minor sequence differences, members within a family had overlapping target sets.

**Figure 7:**
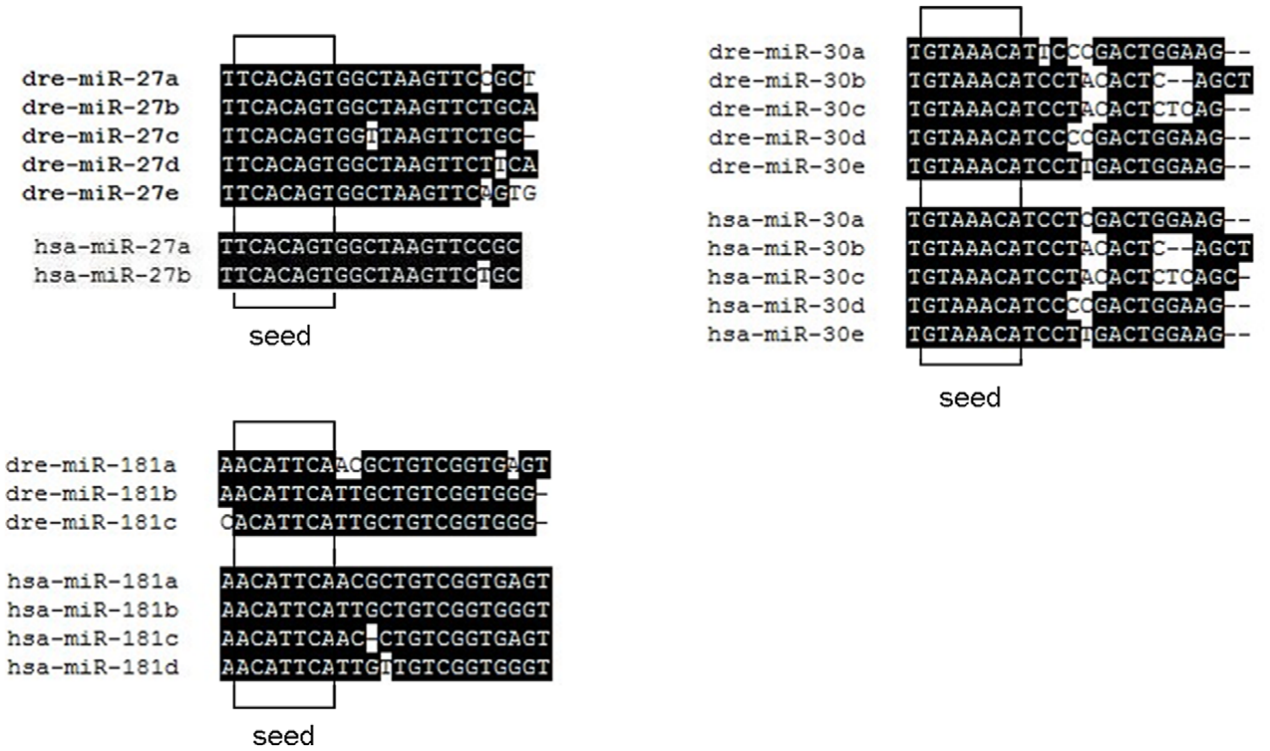
Sequence comparison of miR-27, miR-30 and miR-181 family members in zebrafish and human. Alignments were performed by mega 4.0. dre: *D. rerio*; has: *H. sapien*.

## Discussion

High Throughput Sequencing technologies detect known and novel miRNAs and can also open doors to directly show differences in expression levels. It is widely believed that changes in gene expression patterns underlie many phenotypic differences within, and between, species. In our study, 167 conserved miRNAs were found in bighead carp and 166 in silver carp. Most of these miRNA exist in both carps. The majority of differences were found in the expression level rather than in the sequence conservation of miRNAs. Bighead carp and silver carp exhibit subtle differences in physiology, which is in line with the high number of conserved miRNA expression patterns. A previous study showed that variation in miRNA expression contributes to the differences in physiology, and that the greater the variation in miRNA expression, the larger the differences in physiology [31]. The most striking physiological difference between bighead carp and silver carp is seen in the structure of the head, so we speculate that changes in the miRNA expression (like miRNAs listed in Table 1) might associate with the structure of the head.

In our analysis of miRNA expression in the two carps, some conserved miRNAs showed expression differences, which is in agreement with other studies [31]. Therefore, these studies indicate that the correlation between sequence conservation and expression conservation is weak. But, the majority of conserved miRNAs follow a trend of conserved expression between bighead carp and silver carp.

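Across the 155 miRNAs, Pearson's r of log10 TPM between the carps was 0.932 and Spearman's rho was 0.953. These are correlations across miRNAs within 1 library per species, miRNAs are not independent replicates, and no p-value was computed. When the reads were redrawn 1000 times from Poisson distributions, 95% of the values of rho lay between 0.951 and 0.956, and those of r between 0.898 and 0.934. Leaving out sequences with a single read moved r most, to 0.893. From the plot in which most miRNAs lie within 2-fold, the paper concludes that the expression of most conserved miRNAs is conserved between the carps. It speculates that the miRNAs that do differ, such as those of Table 1, are associated with the shape of the head.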

Gene duplication has long been thought to be a major evolutionary event that allows for emergence of genetic novelty. The fate of duplicated genes is determined by the interaction of three fundamental forces: mutation, genetic drift and natural selection. The most obvious fate is that one of the duplicates is silenced through deleterious mutations and becomes a pseudogene or disappears from the genome entirely. Some gene pairs are “subfunctionalized” and lose complementary functions, so that both genes are maintained in the genome in order to fulfill the complete function of the ancestral gene. The other fate of duplicated genes is that one copy retains its original function while the other becomes “neofunctionalized” acquiring a new adaptive function which is maintained by natural selection [32], [33]. A recent study demonstrated that plant miRNA families are evolving through duplication events similar to those that drive the evolution of protein-coding genes, and that the duplicated copies may acquire divergent expression patterns likely as a result of neo- and subfunctionalization [34]. We speculated that some of the molecular mechanisms might exist in animals as well. Alteration to a duplicated copy of a miRNA gene may impact on its targeting capability, leading to increased or decreased regulatory capacity. Otherwise, one of the miRNA genes might sustain a mutation that changes its targeting capability and drift, while the other would retain its ancestral form and present as conserved animal miRNAs. Under the right circumstances, the mutated duplicate might become favorable selected and eventually fixed in the form of a new miRNA gene. This might be an explanation to that some miRNA family members were lost in one lineage and regained in another lineage (Table 2).

miRNA recognizes its target through the complementarity between seed region and the 3′UTR of target gene. Inspection of miRNA families reveals a predominant trend in which duplicated miRNA genes are most similar in their seed regions (Figure 7). However, it should be noted that any change along the length of the mature miRNA is likely to be of some functional impact. That might be an explanation to that most miRNA duplicates only shift their target spectra modestly via changes to the sequence out of the seed region.

It is very interesting that miR-33 was previously found in mammals (human, rat, mouse, gorilla, etc.), amphibians (xenopus), urochordates (sea squirt) and several invertebrates (fruit fly, mosquito, limpet, etc.), but not in fish. 

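The sequences of miR-33-1 and miR-33-2 were counted in both carps. The exact sequence of miR-33-1, GTGCATTGTAGTTTCATTGCA, had 20 reads in silver carp (interval 12.2 to 30.9) and 7 in bighead carp (2.81 to 14.4). The exact sequence of miR-33-2, GTGCATTGTAGTTGCATTGA, had 36 reads in silver carp (25.2 to 49.8) and 39 in bighead carp (27.7 to 53.3). By the first 18 nt, the alternative that moved them most, miR-33-1 had 68 and 29 reads and miR-33-2 had 1910 (1825 to 1998) and 1001 (940 to 1065). The most abundant tag with the start of miR-33-2 was GTGCATTGTAGTTGCATTGCA, with 791 reads in silver carp and 376 in bighead carp. The starts differ by G14T, counted from 1 at the 5′ end of miR-33-2, and that of miR-33-1 had 3.58% of the reads of the other in silver carp and 2.97% in bighead carp. G to T substitutions at other positions of abundant miRNAs had a median share of 0.056% in silver carp and 0.066% in bighead carp, with maxima of 21.1% and 22.1%. In silver carp 15 of 155 positions were as high as miR-33-1, and in bighead carp 16 of 136. The reads of miR-33-1 thus lay in the upper part of the range, so errors may explain them and a true miR-33-1 stays open.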

We have discovered two homologs of the human miR-33 in silver carp, their sequences were highly conserved, especially in the seed region (Table S7). This is the first report of miR-33 in fish, and we postulate that the spatial and temporal expression of miRNAs may explain the inability of finding miR-33 in other fish studies; or, it may only exist in silver carp. Both forms are expressed at low level, indicating that fish miR-33 may play a secondary role in gene expression regulation in the fish lineage.

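Per 1000000 reads of at least 18 nt, exact miR-33-1 stood at 2.72 and exact miR-33-2 at 4.90 in silver carp. When tags sharing the first 18 nt were included, they stood at 9.25 and 260. Of the 169 conserved miRNAs of Table S1, 101 had fewer reads than miR-33-2 in silver carp when all were counted by the first 18 nt, and 55 when all were counted by exact sequence. For miR-33-1 in silver carp, 42 and 49 had fewer reads.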

The miRNA transcriptome profiles of the two carps show similar expression patterns and conserved miRNAs account for the majority of expression. It is worth mentioning that most of the newly generated miRNAs identified by the two strategies mentioned above seem to be weakly expressed. 

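The exact reads of the strategy 1 sequences in the carp they are listed for ranged from 2 to 35 in bighead carp and from 2 to 55 in silver carp, a median of 0.502 and 0.476 per 1000000 reads. Those of strategy 2 ranged from 10 to 231 in bighead carp and from 4 to 405 in silver carp, a median of 4.16 and 2.72 per 1000000. Among starts of 18 nt, the most abundant of a strategy 2 sequence had 3800 reads in bighead carp and 2804 in silver carp. It belongs to CTTTCAGTCGGATGTTTGCAT, named here after its values were seen, which had 121 and 50 exact reads. This sequence shares its first 17 nt with miR-30e* of bighead carp, so the reads of its start may not be those of a new miRNA.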

Their reads numbers range from tens to hundreds compared to the millions of total reads (see Additional file, table S2 & S3). The same situation was observed in Drosophila [35], suggesting that new miRNA genes are weakly expressed whereas conserved miRNA genes are highly expressed. Wu et al. [36] hypothesized that miRNAs may have dual functions: in tuning and buffering gene expression. In expression tuning, miRNA can modify the mean expression level of their target genes, while in buffering they merely reduce the variance around a preset mean. Wu et al. conclude that new miRNAs are not likely to improve fitness by resetting the mean expression levels of many target genes when they emerge. Instead, they may gain an advantage in homeostasis by reducing gene expression variance. The tuning functions would evolve subsequently and gradually after the new miRNAs are integrated into the genome. So, it seems that they are likely to survive only when the fitness effects are neutral or positive. Subsequent mutations may allow a miRNA to shed target genes that should not be repressed. While the target pool is being shuffled, the expression level of the regulation miRNA may gradually increase.

## Materials and Methods

### Total RNA preparation

For the purpose of obtaining the whole miRNA transcriptomes, we extracted RNAs from five organs (heart, liver, brain, spleen and kidney) in each of the two carps using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). After an examination to assess the quality of RNA by means of electrophoresis and a BioPhotometer plus 6132 (eppendorf, Germany), RNAs of the same species from different organs were mixed together, each with equivalent concentration. Total RNA was extracted according to the manufacturer's protocol.

### High throughput sequencing

Small RNAs, of 16–30 nt in length, were first isolated from the total RNA by size fractionation with 15% TBE urea polyacrylamide gel (TBU) and were ligated to an activated 5′adaptor. After the purification of the small RNA/5′adaptor products, a 3′adaptor (Illumina) was ligated, then purified. The 5′ small RNA adapter is necessary for amplification of the small RNA fragment. This adapter also contains the DNA sequencing primer binding site. The 3′ small RNA adapter is necessary for reverse transcription and corresponds to the surface bound amplification primer on the flow cell used on the Cluster Station. Afterwards, reverse transcription followed by PCR was used to create cDNA constructs based on the small RNA ligated with 5′ and 3′ adapters. The amplified cDNA constructs were purified on 6% Novex TBE PAGE gel and then used for sequencing by the Illumina Genome Analyzer (GPL9330) at the Beijing Genomics Institute, Shenzhen.

### Identification of conserved miRNAs

We first filtered low quality reads, no 3′adaptor reads, 5′adaptor contaminants and sequences shorter than 18 nucleotides. The remained sequences were mapped to zebrafish genome by SOAP (http://soap.genomics.org.cn) with a tolerance of one mismatch. The matched sequences were blasted against Rfam database and NCBI genbank database to separate out rRNA, tRNA, snRNA and snoRNA. After being classified into different categories based on the sequence similarity, the remnant reads of our datasets were compared to currently released miRNAs in miRBase to identify conserved miRNAs [27].

### Two computational strategies to detect novel miRNAs

#### Strategy 1 for detecting novel miRNAs

Using the MIREAP software, a computational tool specially designed to identify potential miRNAs from deep sequencing small RNA libraries, we mapped the unidentified portions of small RNAs to the genome of zebrafish and screened out candidate miRNA sites. A minimal stringent criterion was then used to select miRNA candidates which would ensure that the majority of known miRNAs were recovered, with only a few exceptions whose structures could not satisfy the common features of a miRNA gene. The possible candidate miRNA-miRNA* duplexes must satisfy the following criteria: the putative mature sequence must reside at the stem region and its size was limited to 20–24 nt; the frequency of putative mature sequence should not below 5; The folding free energy of the stem-loop structure was limited below -18 kcal/mol; the maximum tolerance of a bulge size was 4 nucleotides; the maximum size of difference between miRNA and miRNA* was 4 nucleotides; the minimal and maximum size of space between miRNA and miRNA* was 5 nucleotides and 35 nucleotides; the sequence asymmetry between miRNA and miRNA* could not exceed 5 nucleotides.

#### Strategy 2 for detecting novel miRNAs

Based on the biogenesis features of miRNA, we adopted the perl script of stringent criterion written by Wei et al. [37] with slight modifications:

1. The dominant strand must have ten or more reads in the small RNA library not only because miRNAs with a weak expression level would possibly to have no star form in the library, but also because of the authenticity of their existence;
2. The length of the strands of the duplex should both be between 18 and 24 nucleotides long;
3. No more than four mismatches should be allowed, G:U pairing was accepted;
4. The size of a bulge in the candidate should be no more than 4 nucleotides.

In order to satisfy the requirement of input sequences analyzed by mfold, we joined the two sequences in each candidate pair using a standard hairpin-forming linker sequence (GCGGGGACGC). Those pairs that met the following conditions were analyzed further. The folding free energy of the stem-loop structure was limited to below -21 kcal/mol.

### Amplification of known miRNAs precursors

The total DNA of the two carps was extracted from muscle tissues using the phenol/chloroform extraction procedure. Primers were designed by Primer Premier 5.0. Amplification proceeded with a primary denaturation step at 94°C for 5 min, followed by 30 cycles of denaturation at 94°C for 30 sec, annealing at 52°C for 30 sec, and extension at 72°C for 30 sec, with a final extension of 7 min at 72°C. Amplification products were sub-cloned into PMD18-T vector (Takara, Dalian, Liaoning, China) and sequenced.

### Analysis of miRNA expression levels in the two carps

All data were normalized in TPM (transcripts per million). If the number of a miRNA is zero in one of the two carps, it will be changed to 0.01 during the comparing analysis; if the number of a miRNA is less than 1 in both of the two carps after normalization, it will be discarded during comparing analysis.

## Supporting Information

Table S1 Conserved miRNAs in bighead carp and silver carp.
(XLS) Click here for additional data file.

Table S2 Novel miRNAs predicted by strategy 1 in bighead carp and silver carp.
(XLS) Click here for additional data file.

Table S3 Novel miRNAs predicted by strategy 2 in bighead carp and silver carp.
(XLS) Click here for additional data file.

Table S4 Conserved miRNA*s found in our dataset.
(XLS) Click here for additional data file.

Table S5 Comparison of ten let-7 family members in bighead carp and silver carp.
(XLS) Click here for additional data file.

Table S6 Hierarchical cluster analysis of the conserved miRNAs between bighead carp and silver carp.
(XLS) Click here for additional data file.

Table S7 Newly discovered miR-33 in silver carp. Two homologs of the human miR-33 were discovered and sequence alignments were made among several species. hmo: *H. molitrix*; has: *H. sapien*; mmu: *M. musculus*; gga: *G. gallus*; xtr: *X. tropicalis*; cin: *C. intestinalis*; dme: *D. melanogaster*.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

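The series holds 1 small RNA library of bighead carp and 1 of silver carp, each made from the mixed RNA of heart, liver, brain, spleen and kidney. The authors sequenced them on an Illumina Genome Analyzer, removed low-quality reads, adaptor contaminants and reads without the 3′ adaptor, trimmed the 3′ adaptor and collapsed identical reads. The deposited values are counts, the number of reads of each exact sequence, without normalization and without alignment. Sequences of at least 18 nt, sequences below 18 nt and the number of reads per length were deposited separately for each carp. The deposited reads per length equal the sums over the sequences at 23 of 28 lengths in bighead carp and 21 of 28 in silver carp, and the sums over the sequences were used. A copy of the bighead carp sequences in another format was not used.

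Sequences of conserved miRNAs were taken from Table S1, candidates from Tables S2 and S3, miRNA* from Table S4, miR-33 from Table S7, and zebrafish miR-27c and miR-30a from Figure 7. Tags were assigned to the 169 sequences of Table S1 by their first 18 nt, with up to 3 more nt than the miRNA. Candidates and miR-33 were counted as exact sequences, and miRNA* by the first 18 nt. TPM values were compared as in the paper, with 0 replaced by 0.01 TPM, miRNAs below 1 TPM in both carps left out, and classes at 2-fold, 4-fold and 10-fold. With 1 library per species there is no replicate error, and no test between the species was made. At this depth, 3 counts correspond to 0.431 reads per 1000000 in bighead carp and 0.408 in silver carp.

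The miRNAs named in the text follow a rule: every miRNA, miRNA* and candidate that the paper names in its text, Table 1, Table 2 or Figure 5, whose values in the supplementary tables had been seen, the 5 largest and the 5 smallest ratios among miRNAs with at least 100 reads in one of the carps, and the 3 most abundant tags of each library that were assigned to no conserved miRNA. Other miRNAs are marked in the text as chosen after their values were seen. This rule, the counting rules and the alternatives were chosen before the data were examined, except where the text says otherwise.

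Alternatives for the assignment were identical sequences only, a first base shifted by up to 2 nt with 16 nt shared, 1 mismatch in the 18 nt, and only sequences with at least 2 reads. Alternatives for the scaling were all reads of at least 18 nt, a total without miR-122, TMM factors (0.779 in bighead carp and 1.28 in silver carp) and DESeq2 size factors (0.837 and 1.20). Alternatives for the classes were 1 TPM added to every value, no filter, and at least 100 reads in one of the carps. Using the same alternatives for the single named miRNAs, the families, the let-7 members and the median log2 ratio, and adding miRNA* starts to the reference positions of the substitution shares, were choices made after seeing the data.

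The share of a substitution is the number of reads with an 18-nt start changed at 1 base, divided by the reads of the unchanged start. It was compared with the same kind of substitution at all positions of Table S1 starts with at least 10000 reads. Lists of miRNAs of heart and muscle, brain, blood cells, epithelium, and kidney and trunk were drawn up from general knowledge after the ratios had been seen. They share no miRNA, and only members with at least 100 reads in one of the carps were used. Each median was placed among those of 10000 random lists matched on expression. For the tags below 18 nt, each site from 8 to 17 nt of a miRNA with at least 1000 reads was compared by its next 6 bases with the adaptor start TCGTAT, which comes from general knowledge of Illumina small RNA kits and is not given in the sources used here. Reads overlapping a strategy 2 candidate were found by its bases 4 to 17, and candidates with at least 20 such reads were used.

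The counting was tested on simulated data with 169 miRNAs, of which 40 were changed. Of the changed miRNAs 40 and of the unchanged miRNAs 129 came within 1.25 times their true ratio, 98.3% of the simulated reads were assigned to 1 miRNA and 1.71% fitted several. The simulated miRNA reads were listed sequences with a shorter or longer 3′ end, without shifted first bases or mismatches. All of them meet the counting rule by construction. The simulation therefore tests only how reads are divided among miRNAs with similar starts, and not the reads that the rule leaves out. The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Matching to the zebrafish genome, the prediction of hairpins and the cloned precursors were not analysed here.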

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

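Of the tests in this part, the test on the neighbours of miR-33-2 was set before its result was seen, and the tests on substitution shares, on reads carried over between the libraries and on tags below 18 nt were chosen only after their results were seen. The results stand here because they are signals in sequences that the paper does not report for the carp in question, above the 3 counts that a count of 0 allows. A difference between the species stays open for each of them and was not tested.

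The tag ACAGTAGTCTGCACATTGGTTA had 26985 reads in silver carp and 16069 in bighead carp, more than any other tag assigned to no conserved miRNA. It differs from a miR-199* start of Table S4 by C10T, counted from 1 at the 5′ end. Sequencing errors in reads of that miR-199* are argued against, because the changed start had 209% of the reads of the unchanged start in bighead carp and 521% in silver carp, while C to T substitutions at other positions reached 1.13% and 1.77%. A variant of the gene, another gene copy or the reference sequence used by the authors stay open.

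The tag TGCGACCTCAGATCAGACGAG had 12710 reads in silver carp and 9527 in bighead carp. It does not share its first 18 nt with a sequence of Table S1, and its origin was not tested.

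Zebrafish miR-27c had 252 reads in bighead carp and 400 in silver carp by its first 18 nt. Errors in reads of miR-27b are argued against by its share of 9.27% in silver carp, above all C to T shares at the 105 reference positions there. With miRNA* starts added to the reference, a choice made after seeing the data, the miR-199* position described above lies higher. A true miR-27c or a variant of another member may be the source of these reads, and neither was tested.

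Zebrafish miR-30a had 72 reads in bighead carp and 211 in silver carp. Errors in reads of miR-30d remain a candidate explanation, since the share of 0.579% in silver carp lies within the range of C to T substitutions elsewhere, where 7 of 105 positions are as high. Low expression of a true miR-30a stays open as well. The range of other positions as the criterion was settled after the shares had been seen.

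The exact sequence of miR-33-2 had 39 reads in bighead carp, for which the paper lists none. For the 18-nt start of miR-33-2, with 1011 reads in bighead carp, errors in reads of another start are argued against, since the most abundant start 1 base away had 30 reads. This does not reach the last bases of the exact sequence. The tag GTGCATTGTAGTTGCATTGC, which differs from it by C20A counted from 1 at the 5′ end, had 173 reads in bighead carp, so the 39 reads may be errors or end variants of more abundant tags with the same start, which was not tested. Reads carried over from the silver carp library are argued against, because the 39 reads are 108% of the 36 in silver carp (interval 67.1 to 175%), while miR-137, the miRNA with the smallest such share among those with at least 100 reads in silver carp, had 15 of 337 reads or 4.45% (2.46 to 7.45%).

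Among the tags below 18 nt, which the paper left out and of which those named here were chosen after their values were seen, TGAGGTAGTAGG, the start of let-7a, let-7b and let-7c, had 4181 reads in bighead carp and 1383 in silver carp. TCTTTGGTTATCTAG, the start of miR-9, had 3567 reads in silver carp and 3501 in bighead carp. GGATATCA, the start of miR-144*, had 1753 reads in silver carp and 297 in bighead carp. Breakage that favours the same lengths in every miRNA is argued against. For 12 of 12 other miRNAs with at least 20 short reads in each carp, the end position that stood out in bighead carp had a larger share of the short reads in silver carp than in the other miRNAs, with a median of 53.0% against 27.4%. Trimming at bases that resemble the adaptor could not be decided. The site in miR-144* has no mismatch to the adaptor start, with 581 short reads per 1000 parent reads in silver carp. Over all sites, there were 3.93 short reads per 1000 parent reads with 1 mismatch, 1.49 with 2 and 0.118 with 3 or more, and the adaptor start ranked 17 by the mean and 25 by the median among 3266 sequences of 6 bases. These values include the tags that prompted the test, and all short reads at sites with 1 mismatch belong to let-7. Without miRNAs that share the first 8 nt of the tags named above, 3 sites within 1 mismatch remained, with 0 short reads of 11582 parent reads, where the rate elsewhere gives 1.54. Among these other miRNAs there were 0.646 short reads per 1000 parent reads with 2 mismatches and 0.0889 with 3 or more. With up to 2 mismatches, the adaptor start ranked 112 of 4096 by the mean over sites, 38 by the median and 248 by all reads together (2.73%, 0.928% and 6.05%), on both sides of the limit of 5% used for such ranks. At the miR-9 tag, with 2 mismatches, there were 269 short reads per 1000 parent reads in bighead carp and 107 in silver carp. Cleavage at these sites stays open.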

How the results depend on the processing

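The alternatives for the main results were set in advance, except those for the median log2 ratio, which were applied to it only after the results were seen, as were the alternatives for single named miRNAs, families and let-7 members and the tests on substitution shares. Of the main results under their alternatives, 74 values stayed within the counting interval or within 1.5 times the count, 91 moved and 2 reversed. Of the values of single miRNAs and families, 100 stayed, 71 moved up, 101 moved down and 20 reversed. The numbers of conserved miRNAs detected and of miRNAs within 2-fold stayed within 1.5 times under every alternative run, at 144 to 164 detected in both carps and 77 to 100 within 2-fold.

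Values are given for bighead carp and then silver carp. With identical sequences only, 26.0% and 27.8% of the reads were assigned, miR-122 held 45.3% and 18.1%, the 14 families 94.1% and 90.5%, let-7 22.5% and 24.1%, the fold of miR-499 was 3.76 and that of miR-122 2.50, and miR-1388* to miR-1388 was 1.11 and 1.42. With the first base shifted, these were 71.4% and 63.1%, 49.7% and 17.1%, 93.4% and 87.4%, 15.5% and 19.4%, 3.45 and 2.91, and Pearson's r was 0.935. With 1 mismatch allowed, they were 73.3% and 64.5%, 49.7% and 17.2%, 93.3% and 87.3%, 15.8% and 19.8%, the fold of miR-499 was 3.44 and rho was 0.949. With sequences of at least 2 reads, 6713381 and 6970271 reads of 95905 and 128884 sequences remained, those assigned were 68.2% and 59.8% of all reads of at least 18 nt, the 14 families held 93.6% and 87.8%, and r was 0.893. Without a minimum length there were 7211224 and 7446049 reads of 398015 and 532254 sequences, and 77.3% and 72.9% had 21 to 23 nt. Counting each sequence once gave 42.9% and 38.7%. These alternatives admit other sequences by construction, and beyond that the cause was not tested.

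Relative to all reads of at least 18 nt, the fold of miR-499 was 3.07 and that of miR-122 3.30. Without miR-122 in the total they were 2.11 and 4.79, with TMM factors 2.12 and 4.75, and with DESeq2 size factors 2.26 and 4.46. Over 2-fold, 29 miRNAs were higher in silver carp and 26 in bighead carp both without miR-122 and with TMM factors, and 31 and 25 with DESeq2 size factors, against 48 and 14 with all conserved miRNA reads as the total. With at least 100 reads in one of the carps, 9 were over 2-fold higher in bighead carp and 4 differed over 10-fold, with 1 TPM added 4 did, and with no filter 15 did. These count changes follow from the number of miRNAs admitted or from low values being damped.

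The median log2 ratio of silver to bighead carp, 0.68 as reported, reversed to -0.046 without miR-122 and to -0.035 with TMM factors. It was 0.056 with DESeq2 size factors, 0.49 relative to all reads of at least 18 nt, 0.49 with identical sequences, 0.64 with the first base shifted, 0.67 with 1 mismatch, 0.74 with at least 2 reads per sequence, 0.68 with 1 TPM added and 0.73 with at least 100 reads. The list that follows covers only the 14 families of Figure 5, the let-7 members and single named miRNAs, and other families reversed as well. In it, the silver to bighead ratios that reversed from above 1 to below 1 were, without miR-122 and with TMM factors, let-7 (0.757 and 0.763), miR-101 (0.646 and 0.652), miR-192 (0.715 and 0.721) and miR-26 (0.759 and 0.766) among the families, and let-7b (0.914 and 0.922), let-7e (0.737 and 0.744), let-7f (0.724 and 0.730), let-7g (0.760 and 0.767), let-7i (0.900 and 0.907) and let-7j (0.890 and 0.897) among the members. These reversals follow from the scaling, which multiplies every ratio by 1 factor.

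As exact sequences, miRNA* had 1361 and 1617 reads, miR-27c 17 and 32, and miR-30a 8 and 17. By the first 18 nt, strategy 1 sequences had 163 and 271 reads, and 8 of those listed for silver carp only had reads in bighead carp. Strategy 2 sequences had 12408 and 11146 reads, miR-33-1 29 and 68, and miR-33-2 1001 and 1910.

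The share of reads matching the zebrafish genome, with perfect matches and with 1 mismatch, was not run, since a zebrafish genome was not used here. No paired analysis was possible because each species has a single library, so the species share only replicate number 1 and no result comes from a test. By the first 18 nt, 11 miRNAs in bighead carp and 14 in silver carp had 1 to 4 reads, and with the first base shifted 8 and 12 had. These numbers therefore depend on the counting rule, while the effect of the depth was not tested. Strategy 1 sequences had a median of 3.5 exact reads, too few to tell presence in 1 carp from presence in both.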

Differences from the paper's values

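All comparisons in this part are with values of the paper that had been seen, and no tests of explanations are reported here, but applying the alternatives to single miRNAs and let-7 members was chosen only after the results were seen. The alternatives themselves, set before the data were examined, were identical sequences only, a shifted first base, 1 mismatch, and sequences with at least 2 reads.

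For miR-196b in bighead carp the paper gives 292 reads and 656 were counted here, and none of the alternatives came within 1.5 times (190, 759, 775 and 637). For miR-724 in silver carp the paper gives 2535 and 1681 were counted, within 1.5 times with a shifted first base (2867) and with 1 mismatch (1782), but not with identical sequences (1128) or at least 2 reads (1654). For miR-734 the paper gives 4 reads in bighead carp and 130 in silver carp, against 0 and 32 here. A shifted first base gave 4 and 174, within 1.5 times, and the other alternatives did not (0 and 10, 0 and 34, 0 and 27). For let-7d in bighead carp the paper gives 14406, against 22170 here, within 1.5 times with identical sequences (11954) and not otherwise (22619, 25122 and 22109). For let-7i the paper gives 6598 and 9704, against 11992 and 16559, and no alternative closed the gap (4078 and 5825, 12316 and 17099, 14744 and 20307, 11938 and 16475). For miR-10a the paper gives 384 and 84, against 173 and 39, and no alternative closed the gap, the nearest being a shifted first base (240 and 55). For miR-16c, chosen after its values were seen, the paper gives 0 and 3, against 1473 and 2620, and no alternative closed the gap, the lowest being identical sequences (578 and 1154).

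For miR-733 the paper gives 2 reads in bighead carp and 1 in silver carp, against 1 and 0 here. A shifted first base gave 2 in bighead carp, and no alternative came within 1.5 times in silver carp. For miR-736 the paper gives 1 and 2, against 2 and 1, and a shifted first base gave 2 in silver carp, while no alternative came within 1.5 times in bighead carp. These counts all lie within each other's counting error. For miR-33-2 in silver carp the paper gives 57 reads, against 36 exact reads here, and the first 18 nt gave 1910, which does not close the gap. For let-7e in silver carp the paper's Table S5 gives 8870 TPM, against 2072 here (1969, 2105, 2050 and 2064 under the alternatives). The paper's value equals its own number of let-7e reads in Table S1, which is not on the TPM scale.

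Across Table S1, 105 of 169 miRNAs in bighead carp and 110 in silver carp had reads within 1.5 times the listed number. The paper describes miR-1388* as the exception among miRNA* with few reads. By the first 18 nt, 5 miRNA* starts in bighead carp and 9 in silver carp had more reads, while by exact sequence, 0 had. The paper's numbers equal the exact reads counted here for 12 of 16 listed miRNA* in bighead carp and 17 of 21 in silver carp. For miR-1388* it lists 867 and 751, against 511 and 484 exact reads. It thus gives miR-1388* more than its exact reads, unlike most other miRNA*. The paper places miR-30 among the 14 most abundant families, and here it ranked 16 in bighead carp and 13 in silver carp. The paper lists 41 strategy 2 sequences for 1 carp only, and 34 of them had at least 1 exact read in both. The paper required 10 reads of the dominant strand and a duplex partner, which was not looked for here. With at least 10 exact reads, 10 of the 20 listed for bighead carp only passed in silver carp. Of the 21 listed for silver carp only, 8 passed in bighead carp. The paper treats miR-33 as found in silver carp, and 39 exact reads of miR-33-2 and 7 of miR-33-1 were in bighead carp. The paper counts miR-27c and miR-30a as absent, and their exact sequences had 17 and 8 reads in bighead carp and 32 and 17 in silver carp. The paper gives larger read numbers for its candidates than the median of 3.5 exact reads of strategy 1, while the medians of strategy 2 were 29 and 20. The paper finds most strongly differing miRNAs higher in silver carp, as did 48 against 14 here, but without miR-122 in the total the split was 29 against 26. Beyond the miRNAs of Table 1, miR-135a, miR-182 and miR-183, named after their values were seen, also differed over 10-fold here. Without miR-122 in the total, the ratios of miR-135a and miR-182 were 6.52 and 6.73, that of miR-183 was 13.7, and miR-10b was over 10-fold higher in bighead carp, with a silver to bighead ratio of 0.0643.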

Other observations

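The tests in this part on the split between the carps, the lists of miRNAs, miR-16c, miR-33-1, the unassigned tags and the starts of strategy 2 reads were all chosen only after the results were seen.

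More miRNAs were over 2-fold higher in silver carp than in bighead carp, by a ratio of 3.43 between the numbers. A candidate explanation is that miR-122 takes a large share of the bighead carp reads and so lowers every other miRNA there. With miR-122 left out of the total, the ratio was 1.12. Scalings that centre the ratios were not used for this test, since they favour an even split by construction. Whether a smaller part of liver in the silver carp pool was the only difference could not be decided. Such a difference would move the other tissues alike. The medians of the lists for heart and muscle, brain, blood cells and epithelium spanned a range of 2.78 (log2, without miR-122). This was higher than in 99.5% of 10000 sets of random lists, whose median range was 0.84. However, the lists were drawn up after the ratios had been seen, and the random lists treat miRNAs as independent. The percentile therefore does not exclude a smaller part of liver alone. Unequal parts of several organs and a difference between the species may both contribute, and with 1 pool per species neither was tested.

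The list medians (log2 of silver over bighead carp, without miR-122) were 0.13 for heart and muscle (percentile 63.1 of random lists, 4 of 5 miRNAs used), 1.13 for brain (percentile 100, 13 of 13), -0.59 for blood cells (4.38, 6 of 6), -1.64 for epithelium (2.07, 4 of 7) and -2.77 for kidney and trunk (0, 5 of 7). With miR-122 in the total the medians were 0.86, 1.86, 0.14, -0.91 and -2.04, so the blood cell list changes sign with the scaling. Within a list the miRNAs differed widely. Without miR-122 in the total they ran from -0.78 to 1.08 for heart and muscle and from -1.13 to 3.87 for brain. They ran from -0.91 to 2.46 for blood cells, so the median of that list does not describe all its miRNAs. For epithelium they ran from -2.29 to -0.75, and for kidney and trunk from -8.39 to -1.34. The list of liver holds only miR-122 and was not ranked. None of the miRNAs of a list is in another list.

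Reads of miR-16c, chosen here after its values were seen, were 19.5% of the miR-16b start in bighead carp and 23.7% in silver carp, and it differs from miR-16b by C9T counted from 1 at the 5′ end. Sequencing errors are argued against by this share, since C to T shares elsewhere reached 1.13% in bighead carp, and a true miR-16c or a variant of miR-16b stays open. Reads of miR-33-1 were 3.58% of the miR-33-2 start in silver carp, within the range of G to T substitutions elsewhere, whose 95th percentile was 5.20%, so that sequencing errors may explain them. The unassigned tag TGGAGTGTGACAATGGTTTTTG, with 15004 reads in bighead carp and 5705 in silver carp, differs from miR-122 by G18T. Its start had 2.18% of the miR-122 reads in silver carp. The tag TGAGGTAGTAGGTTTTATAGTT, with 11229 and 9372 reads, differs from let-7a by G15T, and its start had 4.53% in bighead carp. Both lie within the same range, so errors may explain them as well. No biological explanation was tested for these reads.

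For 49 of the 52 strategy 2 sequences with enough overlapping reads, the median share of reads at the most common start was 27.3% in bighead carp and 28.1% in silver carp. Conserved miRNAs had 96.6% and 96.9%, and random lists of similar depth 94.8 to 97.6% and 95.1 to 97.2%. A candidate explanation is that most of these sequences are pieces of longer abundant RNAs, while 3 had at least 90% of their reads at 1 start. No biological explanation was tested.

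Tags assigned to no conserved miRNA held 2213541 reads (31.8%) in bighead carp and 2947632 (40.1%) in silver carp. Another abundant tag in silver carp, ACAGTAGTCTGCACATTGGTT, had 17894 reads there and 10469 in bighead carp. The unassigned tags of 24 to 28 nt held 370954 reads and 851616 reads, of which 27.1% and 26.8% began with T and 29.4% and 29.2% had A at base 10, against 32.8% and 32.1% beginning with T at 21 to 23 nt. The strategy 2 sequence CTTTCAGTCGGATGTTTGCAT, listed for both carps and chosen here after its values were seen, shares its first 17 nt with miR-30e* of bighead carp and differs from it by T18G and A21T, counted from 1 at the 5′ end.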
